A study of Arabidopsis thaliana with 4 samples.

How the data were processed

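RNA was immunoprecipitated with an antibody against the HA tag from the stroma, the soluble fraction of the chloroplast, of 2-week-old Arabidopsis thaliana plants and sequenced (RIP-seq). The 4 libraries fall into 2 groups by the sample titles: 2 libraries from a transgenic line expressing dPPRrbcL and 2 from wild-type Col-0 plants (WT), which went through the same immunoprecipitation and give the background. Per the labels' protocols, each library was made from 50 ng of recovered RNA with a NEBNext Ultra II RNA kit. Neither the labels nor the file headers state the read mapper, the mapping settings, the genome build or whether strand was used.

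The authors deposited 1 file per library with the read coverage of every position of the chloroplast genome, a signal in reads per nucleotide per the file headers. The deposited coverage is in whole numbers and has no normalization that a header or label records. Every file held positions 1 to 154478 in order, with no gap, which was checked while reading. That is the length of the chloroplast sequence of the TAIR10.1 assembly, whose gene annotation was therefore used. All coordinates are 1-based positions on that chloroplast sequence. The annotation gave 130 distinct gene intervals: 86 protein-coding, 37 tRNA and 7 rRNA. It marks no untranslated regions for the chloroplast genes named here. The coverage is not split by strand, so reads from overlapping or antisense transcripts cannot be told apart. The inverted repeat, found by matching the sequence to its own reverse complement, spans 84171 to 110434 and 128215 to 154478. In each library the summed coverage of both copies differed by less than 0.1% (ratios 0.999 to 1.00). This sum is mostly rRNA, and the 23S rRNA copies were near-identical, with 337218 and 337598 reads per nucleotide in WT replicate 1. Pairs of low coverage differed more: the rps7 copies had 21.1 and 15.4 reads per nucleotide in WT replicate 2. Genes annotated in both copies share their sequence and are not independent. The rRNA gene ArthCr091 has no annotated counterpart in the other copy. The coverage there thus counts as outside genes and stays in the coverage outside rRNA and tRNA genes.

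Neighbouring positions share reads, so the coverage cannot be tested as independent counts, and the number of reads per library is unknown. No counting interval or detection floor was therefore computed. The summed coverage was 1879536484 and 1971451856 nt in dPPRrbcL replicates 1 and 2, and 1995360151 and 1602408234 nt in WT replicates 1 and 2. The number of libraries, 2 per group, limits the precision.

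For each gene interval, introns included, the mean coverage was divided by the library's mean coverage over the whole chloroplast genome (scaling to the library total). A pseudocount of 1% of the library mean was added and log2 was taken. This pseudocount equals 104 to 129 reads per nucleotide depending on the library. Under median-ratio scaling of genes the same 1% equals 939 to 977 reads per nucleotide in dPPRrbcL and 58.7 to 67.4 in WT, and under scaling to the coverage outside rRNA and tRNA genes 10.9 to 11.8 in dPPRrbcL and 1.47 to 1.53 in WT. Hence fold changes are on the log2(value + pseudocount) scale and are understated for genes with low coverage. Genes with a mean coverage of at least 10 over the 4 libraries were tested with limma 3.58.1 (lmFit and eBayes) in R 4.3.3, dPPRrbcL against WT, with no covariate and Benjamini-Hochberg adjustment at 0.05. The same test was applied to non-overlapping windows of 100 nt over the whole genome. The profile along rbcL used bins of 50 nt and the ratio of group means without a pseudocount, shown where the mean WT coverage reached 10. Errors are SDs over libraries, or the standard errors (SE) of the limma model. The SD given with a log2 ratio of group means is the square root of the added variances of the log2 values within each group. Percentages of the library mean relate a gene's mean coverage to that of the whole genome in the same library. Other steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and statsmodels 0.14.6.

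The groups share the replicate numbers 1 and 2 in the sample titles, and that is the only source for a pairing. A fit with the replicate number as a block was set up as an alternative. The other alternatives were scaling by the median ratio over features, scaling to the coverage outside rRNA and tRNA genes, pseudocounts of 0.1% and 10%, no filter or a minimum coverage of 100, an intensity trend in eBayes, median instead of mean coverage per gene, genes of the inverted repeat left out, windows of 50 and 200 nt, bins of 20 nt, and leaving out each library. These choices, the design and the rule for naming genes were fixed before the data were examined. The crossed pairing, the combinations of scaling with a pseudocount or a block, the profile scaled to the coverage outside rRNA and tRNA genes, the profile with each library left out, the comparison without a pseudocount, and the share of rbcL in the protein-coding coverage with its alternatives were chosen after seeing the data. The start of the 5′ flank of rbcL was also set from the data, as the start of the window with the highest log2 change. With 2 libraries per group, an exact permutation test cannot give a two-sided p-value below 0.333, so single values are compared with the spread between replicates only.

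The rule for named genes was rbcL, then the 5 largest changes in each direction among genes past the threshold whose groups do not overlap. Where fewer than 3 pass, the 3 largest changes without overlap are named and stated as not past the threshold. For windows, the ranked list was followed, joining adjacent windows, until 5 separate regions were reached in each direction.

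The limma step was tested on simulated data built from the means of the 1000 windows with the highest coverage, of which 200 were changed by 2 or 3 on the log2 scale. It recovered 200 of the 200 changed windows and called 10 of the 800 unchanged ones. The simulated replicates had an SD of 0.15 on the log2 scale, and windows of low coverage were not simulated. No library and no position was left out.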

Results

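The association of dPPRrbcL with chloroplast RNA was measured by RIP-seq in stroma extracts. dPPRrbcL is a protein of the transgenic line that is expected to be soluble in the chloroplast stroma, and PPR is the usual short name of the pentatricopeptide repeat family, RNA-binding proteins of plant organelles. The design posed a pair of questions: whether the protein associates with the mRNA of rbcL, the chloroplast gene for the large subunit of Rubisco, and which other chloroplast RNAs are recovered with it. Both groups, dPPRrbcL and WT, consisted of 2 libraries each. Mean coverage of the chloroplast genome was 12167 and 12762 reads per nucleotide in dPPRrbcL replicates 1 and 2. It was 12917 and 10373 reads per nucleotide in WT replicates 1 and 2.

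The replicates were distinct libraries. dPPRrbcL replicates 1 and 2 held the same value at 2.47% of positions, and the log2 ratio of their scaled gene coverages had an SD of 0.166 over 112 genes. The WT replicates held the same value at 16.3% of positions and the corresponding SD was 0.551 over 109 genes.

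The composition of the libraries differed between the groups by more than the replicate spread. rRNA genes took 90.9% ± 0.79 (SD, n = 2) of the summed coverage in dPPRrbcL and 98.6% ± 0.25 (SD, n = 2) in WT. The median position was covered by 205 and 191 reads in the dPPRrbcL libraries and by 11 and 10 reads in the WT libraries. Positions without any read made up 0.697% and 1.35% of the genome in dPPRrbcL replicates 1 and 2, and 17.3% and 16.7% in WT replicates 1 and 2. Protein-coding genes other than rbcL accounted for 4.08% ± 0.38 (SD, n = 2) of the coverage in dPPRrbcL and 0.438% ± 0.127 (SD, n = 2) in WT, a ratio of 9.32. rbcL alone accounted for 1.74% ± 0.18 (SD, n = 2) in dPPRrbcL and 0.0593% ± 0.0150 (SD, n = 2) in WT, a ratio of 29.4.

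**Figure D1:**
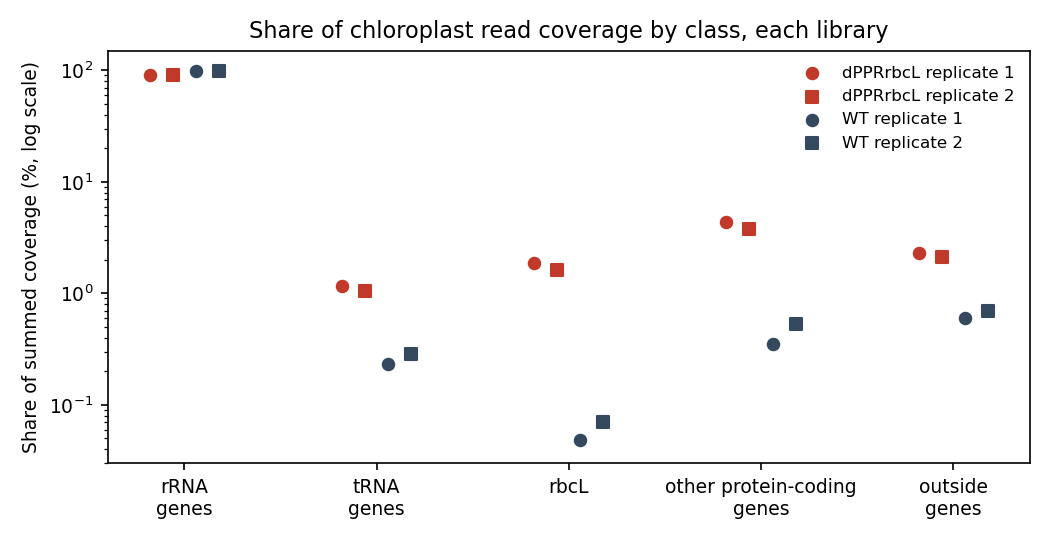
Share of the summed chloroplast coverage (percent, log axis) taken by rRNA genes, tRNA genes, rbcL, other protein-coding genes and positions outside genes, with 1 point per library (circles replicate 1, squares replicate 2). The dPPRrbcL libraries hold 1.87% and 1.62% of their coverage in rbcL and the WT libraries 0.0487% and 0.0698%.

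The first comparison addressed rbcL. The gene lies at 54958 to 56397 on the plus strand of the chloroplast genome and consists of 1 exon (ArthCp030, 1440 nt). Its mean coverage was 24398 and 22189 reads per nucleotide in dPPRrbcL replicates 1 and 2, and 674.5 and 777 in WT replicates 1 and 2. Relative to the library mean, this was 187% ± 18.9 (SD, n = 2) in dPPRrbcL and 6.36% ± 1.60 (SD, n = 2) in WT. The log2 change was 4.69 (SE 0.18, limma with Benjamini-Hochberg adjusted p = 6.09e-05), the largest of the 112 genes tested. The median gene rose by 1.53 under the same scaling, so rbcL exceeded it by 3.16 on the log2 scale. This excess and the rank of rbcL rest on the pseudocount of 1%, which lowers the change of genes with less coverage than rbcL.

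The scaling set the size of the rbcL change, and the pseudocount set its rank and its excess over the median gene. Without a pseudocount, a scaling moves the log2 change of every gene alike. Over the 109 genes with coverage in every library, rbcL then exceeded the median gene by 1.04 and ranked 16 under each scaling, a comparison chosen after seeing the data. The pseudocount of 1% equals a different number of reads under each scaling, so the ranks and excesses below differ through it. Scaling by the median ratio over genes, which sets the median gene near 0 (0.01), gave rbcL a log2 change of 1.02 (SE 0.03, limma adjusted p = 0.00127) and rank 3 of 112. Scaling to the coverage outside rRNA and tRNA genes gave 2.08 (SE 0.10, limma adjusted p = 0.000406) against 1.01 for the median gene, an excess of 1.08, and rank 15. With a pseudocount of 0.1% instead of 1%, the change scaled to the library total was 4.88 against 2.97 for the median gene, an excess of 1.90, and rbcL ranked 6. With this smaller pseudocount, rbcL ranked 9 by the median ratio and 18 when scaled to the coverage outside rRNA and tRNA genes, the lowest rank among the alternatives. A measure that needs no scaling between libraries, the share of rbcL in the coverage of all protein-coding genes, was 29.9% ± 0.17 (SD, n = 2) in dPPRrbcL and 12.0% ± 0.40 (SD, n = 2) in WT. The difference of 18.0 percentage points was larger than the spread between replicates. With 2 libraries per group, an exact two-sided permutation test could not give p below 0.333.

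The replicate number as a block left the rbcL change at 4.69 (SE 0.18, limma adjusted p = 5.60e-07). Samples with the same number did not deviate together: the correlation of their deviations from the group means over 112 genes was -0.60. The size of this correlation depended on the scaling. It was -0.76 by the median ratio and -0.23 when scaled to the coverage outside rRNA and tRNA genes. Under the same-number pairing the rbcL differences were 5.02 and 4.36 on the log2 scale, and under the crossed pairing they were 4.57 and 4.81. The crossed block gave an SE of 0.08 and a limma adjusted p of 2.34e-05. The number of genes past the threshold was 109 without a block, 108 with the replicate block and 112 with the crossed block.

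Coverage was not raised evenly along rbcL. The 5′ flank from 54801 to the base before the start codon (54957), which the annotation assigns to no gene, had a mean coverage of 36202 and 34280 reads per nucleotide in dPPRrbcL replicates 1 and 2. The corresponding values in WT were 233 and 265. The flank start, 54801, is that of the 100 nt window with the highest log2 change genome-wide. It was set from these data, which favours a high flank ratio. Scaled to the library total, the flank was at 283% ± 20.5 (SD, n = 2) of the library mean in dPPRrbcL and 2.18% ± 0.53 (SD, n = 2) in WT, a log2 ratio of 7.02 ± 0.37 (SD). The coding sequence had a log2 ratio of 4.88 ± 0.40 (SD) by the same measure. Scaled to the coverage outside rRNA and tRNA genes, the log2 ratios were 4.22 for the flank and 2.08 for the coding sequence. By the median ratio over genes they were 3.22 and 1.08. The ratio of flank coverage to coding-sequence coverage within a library, which is free of scaling, was 1.51 ± 0.04 (SD, n = 2) in dPPRrbcL and 0.343 ± 0.003 (SD, n = 2) in WT. The first 300 nt of the coding sequence were covered 1.91 ± 0.01 (SD, n = 2) times as deeply as the last 300 nt in dPPRrbcL, and 0.689 ± 0.046 (SD, n = 2) times as deeply in WT. Both differences exceeded the replicate spread. The highest coverage within this region lay at 54944 and 54937 in dPPRrbcL replicates 1 and 2, upstream of the start codon, and at 56046 and 56036 in WT replicates 1 and 2, in the 3′ part of the gene.

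In bins of 50 nt with a mean WT coverage of at least 10, the highest log2 ratio was 8.22 ± 0.56 (SD), in the bin from 54808 to 54857, which starts 150 nt before the start codon. The ratio was 6.54 ± 0.21 (SD) in the first 50 nt of the coding sequence and did not fall steadily from there: it was 4.86 ± 0.43 (SD) in the bin from 55308 to 55357 and 5.74 ± 0.30 (SD) in the bin from 55458 to 55507. It was lowest within the gene, at 3.91 ± 0.40 (SD), in the bin from 56058 to 56107, and rose again to 4.94 ± 0.64 (SD) in the bin from 56308 to 56357 and 5.64 ± 0.23 (SD) in the bin from 56408 to 56457, past the end of the coding sequence. The adjoining bin from 54758 to 54807 had a larger log2 ratio, 9.12 ± 0.34 (SD), which rests on a WT coverage of only 2.30 and 1.78 reads per nucleotide in replicates 1 and 2 and is not drawn in the plot of the profile. Between rbcL and accD, the spacer from 56498 to 57074 had a mean coverage of 20.8 and 12.8 reads per nucleotide in dPPRrbcL replicates 1 and 2, and 2.87 and 2.02 in WT replicates 1 and 2.

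**Figure D2:**
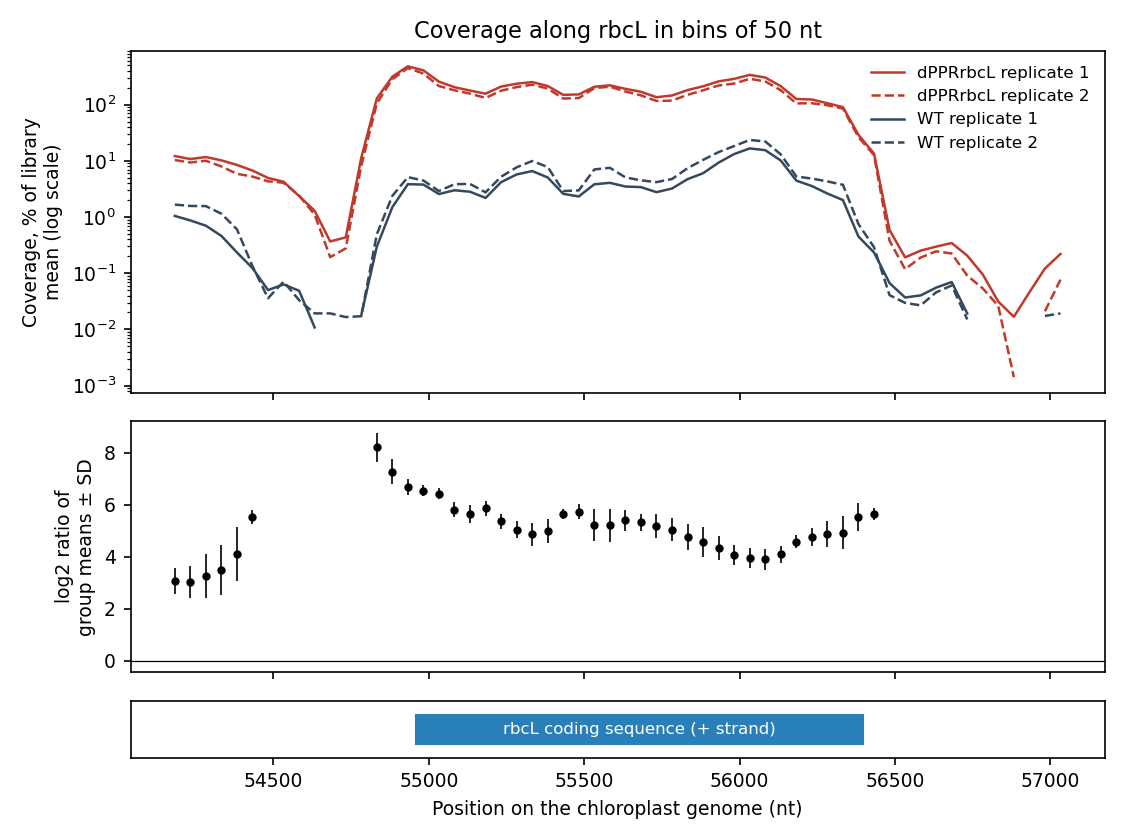
Coverage along rbcL and its flanks in bins of 50 nt, as a percentage of each library's mean (top, log axis, 1 line per library; bins at 0 are not drawn), and the log2 ratio of the group means with its SD (middle, bins with a mean WT coverage of at least 10), above the annotated coding sequence (bottom). Among the bins drawn, the ratio is highest, at 8.22, from 54808 to 54857, is lowest within the gene, at 3.91, from 56058 to 56107, and rises again toward the 3′ end, to 5.64 from 56408 to 56457.

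The second comparison addressed the other chloroplast RNAs. Scaled to the library total, 109 of 112 genes were higher in dPPRrbcL and 0 were lower (limma, Benjamini-Hochberg adjusted p under 0.05). At an unadjusted p under 0.05 the number of lower genes was also 0. The 109 comprised all 85 protein-coding genes tested, all 20 tRNA genes tested and 4 of 7 rRNA intervals. Log2 changes of protein-coding genes had a median of 1.54 and ran from 0.45 to 4.69. This split changed with the scaling. By the median ratio over genes, 22 genes were higher and 34 lower, so that 39.3% of the calls were higher instead of 100%. Scaled to the coverage outside rRNA and tRNA genes, 74 were higher and 17 lower, or 81.3% higher. All 22 genes that were higher by the median ratio were also among the 109.

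**Figure D3:**
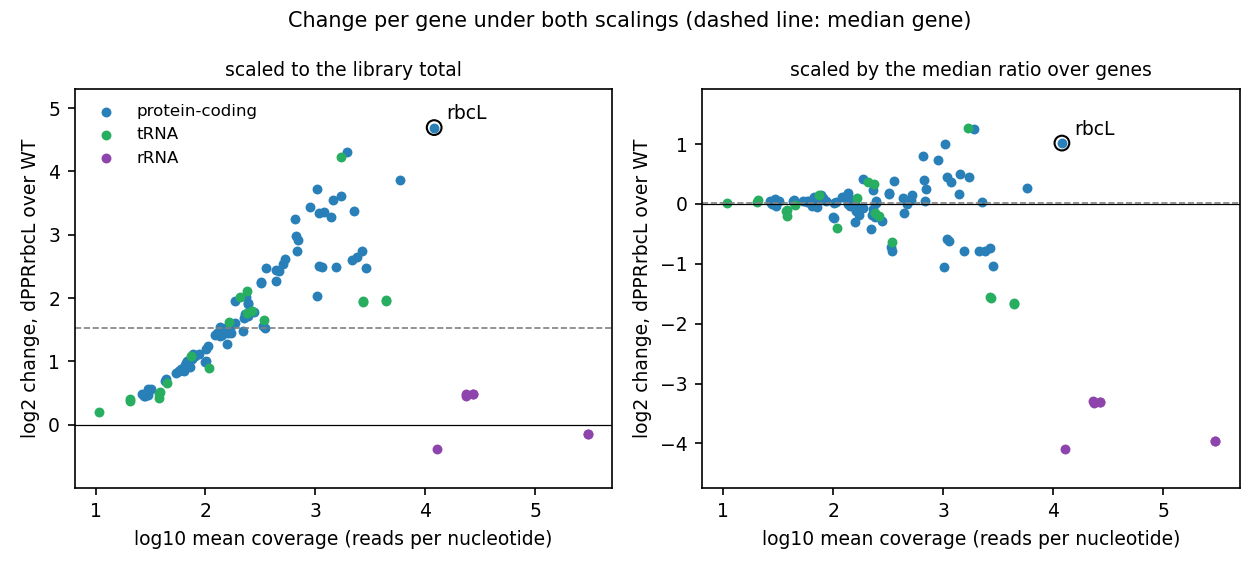
Log2 change of each of the 112 genes against its mean coverage over the 4 libraries (log10 axis), scaled to the library total (left) and by the median ratio over genes (right), each with a pseudocount of 1% of the mean scaled coverage. The dashed line marks the median gene, at 1.53 and 0.01, and rbcL (circled) lies at 4.69 and 1.02; the pseudocount draws genes of low coverage toward 0 in both panels.

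After rbcL, the largest rise was that of psbE (64071 to 64322, minus strand, ArthCp039), with a log2 change of 4.30 (SE 0.11, limma adjusted p = 3.92e-05). Its mean coverage was 3992 and 3555 reads per nucleotide in dPPRrbcL and 64.2 and 70.1 in WT. The trnS gene at 35312 to 35403 (minus strand, ArthCt117) rose by 4.23 (SE 0.14, limma adjusted p = 3.92e-05). The files do not separate strands, so transcripts of the opposite strand cannot be excluded from its coverage. psbA (383 to 1444, minus strand) rose by 3.87 (SE 0.23, limma adjusted p = 0.00013) and psbL (63804 to 63920, minus strand) by 3.73 (SE 0.09, limma adjusted p = 3.92e-05). Scaled by the median ratio, psbE, trnS and psbL kept log2 changes of 1.25, 1.27 and 1.00 with limma adjusted p-values of 0.00127, 0.00298 and 0.00127. The change of psbA was then 0.27 and did not pass the threshold (limma adjusted p = 0.0784). With the scaling to the coverage outside rRNA and tRNA genes, where the pseudocount equals at most 11.8 reads per nucleotide, psbE (2.86), trnS (3.01) and psbL (2.88) exceeded the 2.08 of rbcL. They were not the largest changes there. The largest among protein-coding genes was psbM (3.87), with a WT coverage of 2.23 and 1.60 reads per nucleotide. Among tRNA genes it was trnR at 9590 to 9661 (3.54), with 13.1 and 0 in WT.

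No gene was lower past the threshold when scaled to the library total. The only genes that fell without overlap between the groups were the 23S rRNA copies at 104691 to 107500 and 131149 to 133958, whose log2 change was -0.15 in each (limma adjusted p = 0.0513 and 0.0511). Under the other scalings they fell further, to -3.96 and -3.97 by the median ratio.

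Windows of 100 nt placed the same differences on the genome without the use of gene borders. Scaled to the library total, 1300 of 1373 windows were higher in dPPRrbcL and 16 were lower (limma adjusted p under 0.05), and all 16 lay in rRNA genes. With the replicate block 1216 windows were higher and 14 lower, and the correlation of same-numbered deviations over windows was -0.30. That correlation was -0.47 by the median ratio and -0.07 when scaled to the coverage outside rRNA and tRNA genes. By the median ratio 200 windows were higher and 286 lower, a share of 41.2% higher instead of 98.8%. All 16 windows from 54801 to the end of rbcL were higher under both scalings. The highest window genome-wide was 54801 to 54900, in the 5′ flank of rbcL, with a log2 change of 6.58 (SE 0.15, limma adjusted p = 8.02e-05). It stayed the highest by the median ratio, with 3.37 (limma adjusted p = 0.00065). Scaled to the coverage outside rRNA and tRNA genes, with its smaller pseudocount in reads, the highest window was w29301 (29301 to 29400, between psbM and trnD), which is listed at 0 in both WT libraries.

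The 5 highest regions comprised 2 stretches of rbcL, 54801 to 55900 and 56201 to 56400, and 3 windows elsewhere. The window from 11801 to 11900, inside the second exon of atpF (11529 to 11938, minus strand), rose by 4.52 (SE 0.07, limma adjusted p = 8.02e-05), from 42.5 and 25.5 reads per nucleotide in WT to 3565 and 3540 in dPPRrbcL. The window from 64201 to 64300 within psbE rose by 4.42 (SE 0.15) and that from 601 to 700 within psbA by 4.41 (SE 0.15), each with a limma adjusted p of 9.27e-05. By the median ratio these windows changed by 1.75, 1.53 and 0.97, each past the threshold. The 5 lowest regions were all in 23S or 16S rRNA genes. The lowest was 104701 to 104800 at the 5′ end of the 23S rRNA gene, with a log2 change of -1.21 (SE 0.15, limma adjusted p = 0.00145).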

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

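The log2 change of rbcL was positive with an adjusted p-value under 0.05 in every tested alternative. It ran from 1.02 (median-ratio scaling) to 5.07 (median instead of mean coverage of the gene). Across the 4 fits that each left out one library, which carry no test, it ran from 4.47 to 4.92. The excess of rbcL over the median gene, 3.16 with the settings of the report, moved by more than the replicate spread in several of them. It was 1.00 with median-ratio scaling, 1.01 when that was combined with a pseudocount of 0.1%, 1.08 with scaling to the coverage outside rRNA and tRNA genes (1.08 also with the replicate block), and 1.01 when that scaling was combined with a pseudocount of 0.1%. It was 1.90 with a pseudocount of 0.1% alone, 2.77 with a minimum coverage of 100 and 3.52 with the median coverage per gene. Without a pseudocount it was 1.04 over the 109 genes covered in every library, the same under each of the 3 scalings by construction, so the fall from 3.16 under the other scalings comes from the number of reads their pseudocount equals. It ran from 2.98 to 3.35 when each library was left out.

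The number of higher genes, 109, was 22 with median-ratio scaling, 30 with that scaling and a pseudocount of 0.1%, and 72 with scaling to the coverage outside rRNA and tRNA genes combined with either the replicate block or a pseudocount of 0.1%. The number of lower genes, 0 (also 0 at an unadjusted p under 0.05), was 34 and 36 with median-ratio scaling at the 1% and 0.1% pseudocounts. It was 17 with scaling to the coverage outside rRNA and tRNA genes, 15 when the replicate block was added and 17 with the 0.1% pseudocount. It was 2 without a filter, 2 with a pseudocount of 10%, 3 with an intensity trend and 3 with the crossed replicate block. In each of these 4 the lower genes included both 23S rRNA copies, whose log2 change stayed at -0.15 while its SE fell from 0.05 to between 0.01 and 0.04. The remaining gene in the last 2 was ArthCr091.

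The number of higher windows, 1300, was 200 with median-ratio scaling, 294 with that scaling and a pseudocount of 0.1%, 664 with scaling to the coverage outside rRNA and tRNA genes, 737 with the block added and 543 with a pseudocount of 0.1%. The lower windows, 16, numbered 286, 325, 154, 143 and 150 under the same alternatives. Counts also followed the number of windows tested: 749 higher with a minimum coverage of 100, 2579 higher and 32 lower for windows of 50 nt, and 655 higher and 9 lower for windows of 200 nt. Counts of genes and windows have no value when a library is left out, because 1 library then remains in a group.

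The log2 ratio of the bin from 54808 to 54857, 8.22, was 5.43 when scaled to the coverage outside rRNA and tRNA genes and 4.43 by the median ratio, and ran from 7.90 to 8.63 when each library was left out. The difference in the share of rbcL among protein-coding coverage, 18.0 percentage points, was 18.5 without genes of the inverted repeat, and ran from 17.7 to 18.2 when each library was left out.

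For the other 6 named genes, 82 alternative values with a test were computed: 62 kept their side of the threshold and direction, 2 became weaker, 18 became stronger and 0 reversed. The 24 values with a library left out carry no test. The weaker values both belonged to psbA under median-ratio scaling, and the stronger ones to the 23S rRNA copies.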

Other observations

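The tests below on GC content, on the trend along genes and on shared sequence were set out before their outcome was seen, but after the coverage profiles were known. The tests of WT coverage and of the shift in shares were chosen after their result was seen.

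The rise of nearly all genes in dPPRrbcL when scaled to the library total cannot be told apart from the fall of the rRNA share. The share of coverage outside rRNA genes rose by 2.71 on the log2 scale, and the median of 85 protein-coding genes rose by 3.07 at a pseudocount of 0.1%. The gap between them was 0.36. It depends on the pseudocount: without one, the median of the 109 genes covered in every library rose by 3.86. Shares must sum to 100%, so coverage without a spike-in does not show whether more mRNA was recovered with dPPRrbcL, less rRNA was carried over, or both.

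Across 704 windows of 100 nt outside rRNA genes with a mean coverage of at least 100, the log2 ratio (pseudocount 0.1%) fell with GC content. Spearman's rho was -0.37 and Pearson's r was -0.35, across windows, which are not independent replicates. Windows with at most 31% GC had a median log2 ratio of 3.62, and those with at least 42% GC a median of 2.91. A GC-dependent loss in one group is therefore a candidate explanation for part of the spread between windows. It does not account for rbcL. After a lowess trend on GC was removed, the lower of the first 2 rbcL windows (54801 to 55000) was at percentile 99.9 of all windows, 13 of 16 rbcL windows were in the top 5%, against 11 before, and 16 of 16 lay above the trend. The first of these windows was picked as the highest genome-wide, so the percentile is partly fixed by that choice. The 16 windows were otherwise set by the borders of rbcL. Nor did the ratio in the first 2 windows rest on an almost empty background: the lower of their WT coverages was 108 reads per nucleotide, at percentile 66.1 of the windows, against 45.2 in the median window.

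The difference in ratio between the first and the last 300 nt of rbcL was compared with that of protein-coding genes of at least 900 nt, introns included, outside the inverted repeat and with a mean coverage of at least 100, which with rbcL made 20 genes. The first 300 nt exceeded the last 300 nt by 1.46 in rbcL, the highest of the 20 (percentile 100). The median of the 20 was -0.41 and the difference was above 0 in 5 of them. After the GC trend was removed the difference in rbcL was 1.37, again the highest, followed by rpoA with 1.14. A 5′ trend common to long genes and GC content were thus each tested and neither accounted for the pattern. One hypothesis is that dPPRrbcL may be bound near the 5′ end of the rbcL mRNA and that RNA fragments close to that site may be recovered best. A changed 5′ end of the rbcL transcript in the transgenic line may give the same profile. This was not tested, since no input RNA was analysed here. A changed abundance alone, equal along the transcript, would leave the ratio of flank to coding-sequence coverage within a library unchanged. That ratio was 1.51 ± 0.04 (SD, n = 2) in dPPRrbcL and 0.343 ± 0.003 (SD, n = 2) in WT. The flank start was set from the same data, which favours a high ratio in dPPRrbcL. The ratio of the first to the last 300 nt of the coding sequence does not use the flank. It was 1.91 ± 0.01 (SD, n = 2) in dPPRrbcL and 0.689 ± 0.046 (SD, n = 2) in WT. Together these values argue against abundance alone as the source of the profile. Whether abundance adds to the rise of rbcL as a whole was not tested. The binding hypothesis was found and tested on the same 4 libraries, and the step in which RNA was fragmented is not recorded in the labels.

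The 20 windows outside rbcL with the highest ratios (log2 up to 6.22) were not spread over the genome. Joined where the gap was at most 1000 nt, they formed 6 loci. One, from 11601 to 13200, held 9 windows in atpF, its intron and the spacer toward atpH. Another, from 63601 to 64400, held 6 windows in psbJ, psbL, psbE and the spacer between psbJ and psbL. The other 4 loci were at psbM (28801 to 28900), between trnT and psbD (32501 to 32600), at trnS and the spacer toward psbZ (35301 to 35600) and at psaI (59301 to 59400). GC content does not account for this list, since 18 of the 20 windows were among the 20 highest after the GC trend was removed. If the highest windows were bound through sequence shared with the rbcL flank, they would hold longer exact matches to its 157 nt than other windows. For the 20 highest windows after the GC trend was removed this was not seen: the mean longest match was 7.65 nt against 7.82 nt in windows of similar GC (one-sided permutation p = 0.799, 100000 draws). Exact matching does not model the degenerate recognition of RNA by PPR proteins, so weaker similarity was not tested. In the 20 highest windows before the GC trend was removed, WT coverage ran from 4.43 to 92.2 reads per nucleotide in replicate 1. Other differences between transgenic and WT extracts may raise the same loci, which the 0.799 does not address. Whether these RNAs are recovered by binding cannot be told from 2 libraries per group without an input control.

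The rRNA gene at 130580 to 130700 (ArthCr091) stood out for its replicate spread. Its coverage was 8444 and 14082 reads per nucleotide in dPPRrbcL replicates 1 and 2, and 19999 and 8833 in WT replicates 1 and 2, so the replicates differed by more than the groups (limma adjusted p = 0.366). Scaled to the library total, the gene was lower past the threshold only in 2 alternatives. These were the intensity trend (limma adjusted p = 0.0483) and the crossed replicate block (limma adjusted p = 0.00682). With the same-number replicate block it did not pass (limma adjusted p = 0.255), so the call depends on the design. The annotation marks no counterpart of this gene in the other repeat copy, so that copy was not compared. No explanation was tested.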
